A study of Mus musculus with 2 samples. Its data were reported in "Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells" (2022).

How the data were processed

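RNA was measured in hematopoietic stem cells (HSCs), the rare bone marrow cells that renew themselves and give rise to all blood lineages. The mice carried a Cre-ERT transgene, a recombinase that acts only after tamoxifen is given, together with either wild-type or floxed *Ezh2*. Per the labels, marrow cells of each genotype were transplanted into irradiated recipients, and tamoxifen (100 µl at 10 mg/ml) was injected daily for 5 days. HSCs were sorted 1 month later by surface markers. Total RNA was converted to cDNA with a SMARTer low-input kit, which amplifies full-length cDNA by PCR, then sheared and made into libraries with 8 cycles of amplification. There were 2 libraries, 1 labelled WT and 1 labelled Ezh2 KO, and each group was taken from the genotype and title in the labels.

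The deposited values are raw counts of reads per gene symbol, which the authors did not normalise. According to the study's methods, single-end reads were aligned to the mouse genome mm10 with TopHat2 and Bowtie2 using the iGenomes annotation, and StringTie was named as the source of raw counts. Each file closes with 5 entries for reads given to no gene, which carry the names that htseq-count writes, so the counting program and its strand setting were left open. Those 5 entries were kept out of the gene totals. The files held 24421 gene symbols each, in the same set. Positions were taken from GENCODE M21 on GRCm38, the assembly that mm10 names. A position was found for 24043 symbols, 23376 of them by current symbol and 667 through an older name.

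Gene totals were 5763118 counts in the WT library and 4157280 in the library labelled Ezh2 KO. The smallest level that each depth could show, taken as 3 counts, was 0.521 CPM (counts scaled to a common total per library) and 0.722 CPM. Counts were divided by median-of-ratios size factors from DESeq2 1.42.0 in R 4.3.3 (1.17 for WT and 0.858 for the other library), as in the study's methods, and ratios were formed as log2 of the normalised count plus 1. All ratios are the library labelled Ezh2 KO over WT. Other calculations used edgeR 4.0.16, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

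With 1 library per group, neither the quasi-likelihood test of edgeR nor the test of DESeq2 can estimate a spread, and neither was fitted. In their place, each gene with a mean of at least 1 CPM was given an exact two-sided conditional binomial test of its 2 raw counts against the share set by the 2 size factors, with Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted value below 0.01 and a difference of at least 2-fold. Such a test compares these 2 libraries, not the conditions, and has no replicate check. Intervals on log2 ratios are exact 95% (Clopper-Pearson) intervals of the same binomial share. Shares of all entries in a file have 95% Wilson intervals. A gene was taken as at the floor with at most 3 counts and as present with at least 10 CPM.

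The 21 gene lists were written by hand before the data were examined. For each list with at least 5 members tested, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins, and a list was taken to stand apart outside the central 95%. This gave 19 lists. The fetal programme list had too few members tested, and the sex-linked genes were read gene by gene. Percentiles describe these libraries and are not p-values.

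The genes named were set by a rule fixed before the data were examined. It takes *Ezh2*, the genes that the study text names for aged HSCs and progenitors, the 5 largest increases and 5 largest decreases among called genes with a mean of at least 100 normalised counts, the 5 most abundant genes at the floor in one library and present in the other, in each direction, and called members of the lists. Where a gene outside this rule is named, the text says so. Not every gene that the rule selects is reported here.

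The procedure was tested on simulated data drawn from the real means and library sizes with 200 genes changed 4-fold. With counting error only, 199 of the 200 were recovered (99.5%) with 0 false calls among 12552 genes tested. When a coefficient of variation (CV) of 0.2 between libraries was added, 193 were recovered and 282 false calls were made among 12545 genes. Of 100 random lists of 20 genes, 8 stood apart, and a list with planted changes sat at percentile 100.

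Alternatives set before the data were examined were TMM and total-count scaling, pseudocounts of 0.5 and 5, thinning of the deeper library to the depth of the other, other expression filters, other fold and significance thresholds, removal of a trend with exon length and GC content, an edgeR exact test with an assumed CV of 0.2 or 0.4, a rule of 3 robust SDs among genes of similar expression, other floors and other settings for the lists. After the data were seen, 3 more were added: counts divided by a common variance factor, leaving out genes on X and Y, and leaving out lineage genes. Exon length and GC content were found for 99.3% of genes tested and 98.6% of called genes. Raw reads and per-exon counts were not analysed here.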

Results

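The data consisted of gene-level RNA-seq counts from HSCs sorted as CD150+CD48-CD34-Flt3- cells of the LSK fraction (lineage-negative, Sca-1 and c-Kit positive). There was 1 WT library and 1 library labelled Ezh2 KO. *Ezh2* encodes the main histone methyltransferase of Polycomb repressive complex 2 (PRC2), which places the repressive mark H3K27me3. The labels state that the libraries were made to obtain genes that rise in HSCs lacking *Ezh2*. No group had a replicate, so no difference below has a replicate check. Intervals and floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

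The WT library held 5763118 gene counts and the library labelled Ezh2 KO held 4157280, a ratio of 1.39. At least 1 count was recorded for 14141 genes in WT and 14022 in the other library, while 9566 of 24421 genes had 0 counts in both. More than 3 counts were recorded for 12935 and 12749 genes. Reads counted as outside annotated genes were about as many as gene counts. They numbered 5894316 in WT (44.9% of all entries, 95% Wilson interval 44.83% to 44.89%) and 4246410 in the library labelled Ezh2 KO (44.1%, 44.02% to 44.09%). Across the genes the 2 libraries had a Spearman correlation of 0.976, and a Pearson correlation of log2 values of 0.945. Those correlations are across genes, which are not independent replicates.

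The targeted gene was examined first. *Ezh2* (chromosome 6, 47530139 to 47595341 in mm10, protein coding) had 166 counts in WT and 129 in the library labelled Ezh2 KO, or 142.5 and 150.3 normalised counts. The log2 ratio was 0.08 (95% interval -0.27 to 0.42), and it lay between 0.08 and 0.11 under the scaling, pseudocount and thinning alternatives. Gene-level *Ezh2* counts therefore did not fall in the library labelled Ezh2 KO. Counts over a whole gene do not show whether single exons were lost, so the deletion was not detectable with these values, and the library is named by its label throughout. Of the 10 other PRC2 subunits and accessory proteins, 0 were called. *Ezh1* had 721.7 and 651.4 normalised counts, *Eed* 365.6 and 296.0, and *Suz12* 317.5 and 343.8, with WT given first.

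The main comparison asked which genes differed between the library labelled Ezh2 KO, whose *Ezh2* count did not fall, and WT. Of 12588 genes tested, 353 were higher and 290 were lower in the library labelled Ezh2 KO, together 5.11% of genes tested. Without the fold threshold 2643 genes passed the exact test. Most genes differed little, with 79.5% within 1.5-fold. Called genes were mostly weakly expressed, with a median of the mean normalised count of 27.2 for higher genes and 36.9 for lower genes. Among genes with a mean of at least 100 normalised counts, 39 were higher and 46 lower. The alternative that reduced the counts most was the edgeR exact test with an assumed CV of 0.4, under which 8 genes were higher and 2 lower.

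**Figure D1:**
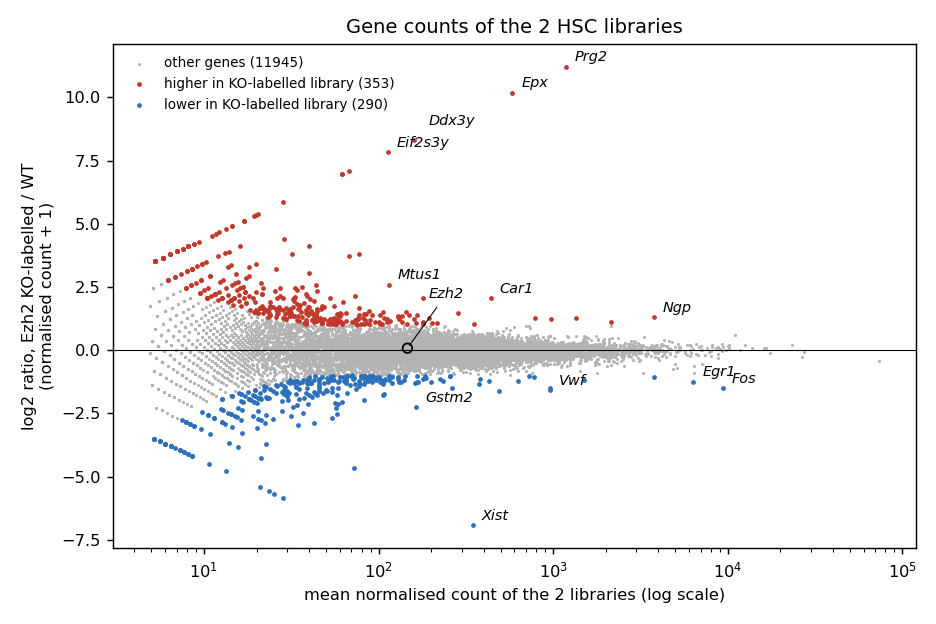
Each point is 1 of 12588 genes, with the mean normalised count of the 2 libraries on a log axis and the log2 ratio of the library labelled Ezh2 KO over WT on the vertical axis. Red points are the 353 genes called higher and blue points the 290 called lower; *Ezh2* (circled, log2 ratio 0.08) lies near 0, and *Prg2*, *Epx* and *Xist* lie far from the other genes. Ratios of genes at 0 in one library depend on the pseudocount of 1.

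The spread of log2 ratios exceeded counting error at every level of expression. Genes were split by expression into 10 groups. In the lowest group the robust SD of log2 ratios was 1.22, against 0.73 for counting error alone. In the highest group it was 0.19 against 0.06. The ratio of the 2 variances rose from 2.81 in the lowest group to 11.6 in the highest. Without replicates this excess was not separable into library preparation, animal and genotype.

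**Figure D2:**
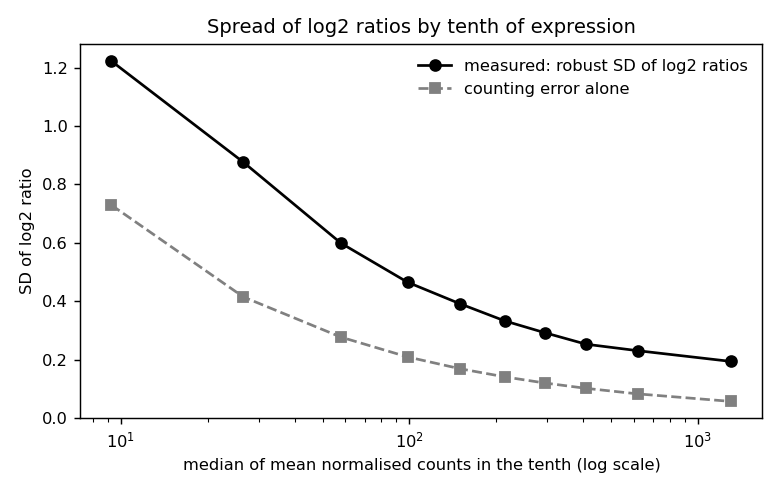
Robust SD of log2 ratios (black circles) and the SD that counting error alone gives (grey squares) for 10 groups of 1249 genes each, placed on a log axis by the median of their mean normalised counts. The measured spread falls from 1.22 to 0.19 and stays above counting error in all 10 groups.

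The largest increases among abundant called genes were those of *Prg2*, *Epx*, *Ddx3y*, *Eif2s3y* and *Mtus1*. *Prg2* (chromosome 2, 84980461 to 84983632) and *Epx* (chromosome 11, 87864000 to 87875536) encode granule proteins of eosinophils. They had 0 counts in WT and 2030 and 1000 counts in the library labelled Ezh2 KO, at least 919-fold and at least 453-fold higher. *Mtus1* (chromosome 8, 40990914 to 41133726) rose from 31.8 to 196.9 normalised counts, a log2 ratio of 2.60 (95% interval 2.11 to 3.19).

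The 5 largest decreases were those of *Xist*, *Gstm2*, *Hes1*, *Gas2l1* and *Btg2*. *Gstm2* (chromosome 3, 107981702 to 107986453) had 271.2 normalised counts in WT and 55.9 in the library labelled Ezh2 KO, a log2 ratio of -2.26 (-2.75 to -1.84), but it belongs to a family of similar glutathione transferase genes among which reads can be split. *Hes1* (chromosome 16, 30064384 to 30067796) went from 165.6 to 47.8 normalised counts, a log2 ratio of -1.77 (-2.32 to -1.30). The log2 ratio of *Gas2l1* (chromosome 11, 5054132 to 5065327) was -1.73 and that of *Btg2* (chromosome 1, 134075170 to 134079120) was -1.63. *Hes1*, *Gas2l1* and *Btg2* were not called when a CV of 0.2 was assumed, and *Mtus1* and *Gstm2* were not called at a CV of 0.4.

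Genes at the floor in one library and present in the other were counted in both directions. In the direction of the library labelled Ezh2 KO there were 9, namely *Prg2*, *Epx*, *Ddx3y*, *Eif2s3y*, *Prg3*, *Uty*, *Kdm5d*, *Ear1* and *Col5a1*; the last of the list had 2 counts in WT and 48 in the other library, at least 21.7-fold higher. *Prg3* (chromosome 2, 84988215 to 84993886) had 116 counts and *Ear1* (chromosome 14, 43818765 to 43875517) had 49, both against 0 in WT. *Ear1* is one of a cluster of near-identical ribonuclease genes, so its count is uncertain. In the other direction there were 2, *Fmr1nb* (X, 68761839 to 68804567) with 66 counts and *Nov* (chromosome 15, 54745702 to 54754039) with 59, both against 0 in the library labelled Ezh2 KO, or at least 16.2-fold and at least 14.5-fold lower. With presence set at 5 CPM in place of 10 CPM the numbers were 26 and 17. *Ear1* and *Col5a1* fall outside the rule for named genes and were chosen after their values were seen.

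Genes on the sex chromosomes separated the 2 libraries. *Xist*, the RNA that coats the inactive X (X, 103460366 to 103483254), had 801 counts in WT and 4 in the library labelled Ezh2 KO, a log2 ratio of -6.93 (-9.08 to -5.84). The antisense gene *Tsix* (X, 103431517 to 103484957) had 164 and 4 counts. The 2 genes overlap on opposite strands and the use of strand in counting was not stated, so the *Tsix* count is uncertain. On Y, *Ddx3y* had 275 counts, *Eif2s3y* 194, *Kdm5d* 106 and *Uty* 106 in the library labelled Ezh2 KO, and each had 0 in WT. Of the 634 called genes with a position, 38 lay on X or Y (5.99%), against 3.46% of all genes tested.

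**Figure D3:**
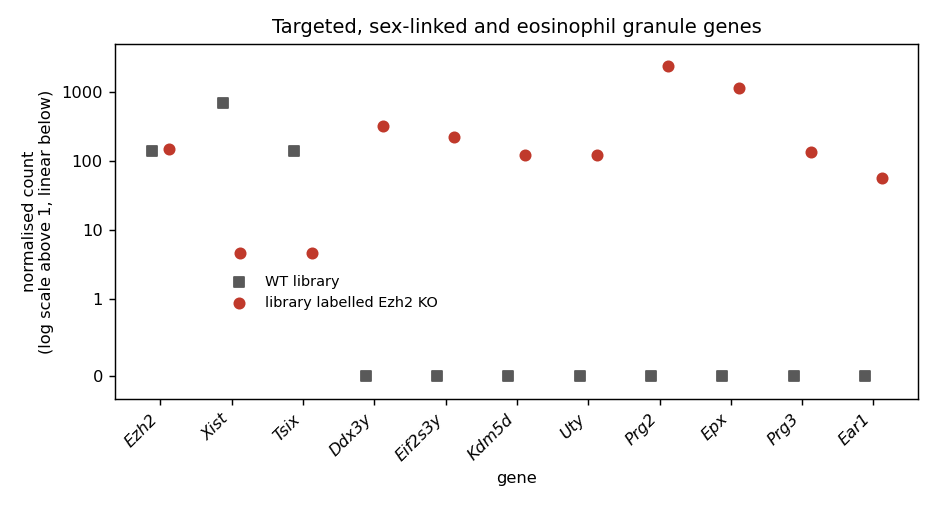
Normalised counts of *Ezh2*, sex-linked genes and eosinophil granule genes in the WT library (grey squares) and the library labelled Ezh2 KO (red circles), 1 library each, on an axis that is logarithmic above 1 and linear below. *Ezh2* is alike (142.5 and 150.3), *Xist* and *Tsix* are nearly confined to WT, and the 4 Y genes and 4 eosinophil granule genes are at 0 in WT.

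Gene lists were then compared with random lists of similar expression, again for the library labelled Ezh2 KO over WT. Of 19 lists, 8 stood apart, 5 above and 3 below, where 0.95 would fall outside by chance at the nominal rate. In the simulated data 8 of 100 random lists stood apart, so the number expected by chance may be higher. With genes of at least 10 CPM, the alternative that moved this number most, 6 of 15 lists stood apart; the erythroid and B lymphoid lists, apart in the reported setting, had too few members to be compared there. The lists tied to Polycomb function lay inside. The 10 PRC2 partners had a median log2 ratio of 0.14 (percentile 92.4). Developmental transcription factors outside the Hox clusters, a family rich in PRC2 targets, had a median log2 ratio of 0.03 over 32 genes tested, at percentile 64.4. That median became -0.07 with all counted genes and -0.02 with genes of at least 10 CPM. The mean log2 ratio of the list was 0.24, also within the random lists. Of the 196 such factors in the files, 41 had more than 3 counts in WT and 36 in the other library; 5 passed the floor only in the library labelled Ezh2 KO and 10 only in WT, against 453 and 639 of all genes. Called members included *Isl1* (0 and 12 counts) and *Tbx4* (2 and 15), both higher. Hox genes had a median of -0.23 (percentile 6.88), with *Hoxb6* and *Hoxb9* called lower, and their mean log2 ratio of -0.51 lay below the random lists. Imprinted genes (0.10, percentile 83.1), PRC1 subunits (0.05, percentile 77.6) and cyclin-dependent kinase inhibitors (-0.16, percentile 22.6) also lay inside.

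HSC identity genes were alike in the 2 libraries, with a median log2 ratio of -0.06 over 27 genes (percentile 18). Only *Mycn* (chromosome 12, 12936093 to 12941914) was called, lower with 5096.5 normalised counts in WT and 2422.7 in the library labelled Ezh2 KO. Genes commonly raised in aged HSCs had a median of -0.37 over 25 genes, at percentile 0.01, and 20 of the 25 were lower. Of these, 8 were called lower, *Clu*, *Vwf*, *Gpr183*, *Itgb3*, *Sbspon*, *Jam2*, *Gstm2* and *Sdpr*. *Vwf* (chromosome 6, 125546774 to 125686679) went from 1439.1 to 478.9 normalised counts (log2 ratio -1.59, 95% interval -1.75 to -1.43) and *Clu* (chromosome 14, 65968483 to 65981547) from 284.0 to 116.5 (-1.28, -1.62 to -0.96), and neither was called with an assumed CV of 0.2. *Selp*, which the study names beside *Clu*, had a log2 ratio of -0.37 and was not called. The 13 genes that the study text names had a median of -0.02 (percentile 49.0), and only *Clu* was called; this median became 0.01 under total-count scaling and after thinning. The list mixes genes that the study describes as rising with age and others it describes as falling, so opposite shifts cancel in its median. It also mixes cell types. *Selp*, *Clu*, *Stat3* and *Jun* are described as raised in aged HSCs, and had log2 ratios of -0.37, -1.28, -0.12 and -0.76 here. The study names the remaining genes for aged multipotent progenitors, which these libraries do not measure. *Lmo2* (0.13), *Runx2* (0.12), *Irf5* (0.47) and *Notch1* (0.26), of the falling kind, had log2 ratios above 0. Of the 9 others, *Idh2* (0.01) and *Aurka* (0.52) were above 0 and the rest below, from *Srsf2* (-0.02) to *Clu* (-1.28).

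Lineage lists differed in both directions. Granulocyte genes had a median log2 ratio of 0.94 over 18 genes (percentile 100), and 8 were called higher. *Ngp* (chromosome 9, 110419747 to 110423012) had 2187.4 normalised counts in WT and 5384.9 in the library labelled Ezh2 KO, *Ltf* 798.1 and 1918.1, and *S100a8* 1368.7 and 2947.1. *Ngp* was not called with an assumed CV of 0.2. *Elane*, named here after its value was seen, moved the other way with a log2 ratio of -0.76. Erythroid genes had a median of 1.03 over 11 genes (percentile 100), led by *Car1* (chromosome 3, 14766216 to 14808368) with 169.1 and 707.3 normalised counts, which was not called at an assumed CV of 0.4. The globin genes *Hba-a1*, *Hba-a2*, *Hbb-b1*, *Hbb-b2*, *Hbb-bs* and *Hbb-bt* chosen after their values were seen, were listed at 0 in both libraries. They include near-identical copies among which reads cannot be placed, so 0 does not show that globin RNA was absent. B lymphoid genes had a median of 2.46 over 8 genes (percentile 100), at low counts such as 5 and 41 for *Vpreb1* and 0 and 35 for *Dntt*. Monocyte and dendritic cell genes had a median of -0.36 (percentile 0.41) with 8 of 17 higher and 9 lower, and their mean log2 ratio of -0.15 lay within the random lists. Megakaryocyte genes had a median of 0.03 (percentile 64.2), a sign that reversed under 3 alternatives, and T and natural killer cell genes a median of 0.35 over 5 genes (percentile 86.3), of which *Cd3g* and *Il2rb* were called higher. The last list stood apart above the random lists with its mean log2 ratio (1.70) and with all counted genes (median 1.11).

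Immediate-early response genes were lower in the library labelled Ezh2 KO, with a median log2 ratio of -0.86 over 21 genes (percentile 0) and 20 of 21 lower. *Fos* (chromosome 12, 85473890 to 85477273) had 13853 normalised counts in WT and 4892 in the other library, a log2 ratio of -1.50 (-1.55 to -1.45). *Egr1* (chromosome 18, 34859823 to 34864984) had 8942.7 and 3744.1, a log2 ratio of -1.26 (-1.31 to -1.20). Neither *Fos* nor *Egr1* was called with an assumed CV of 0.2. Interferon-stimulated genes were slightly higher (0.17 over 28 genes, percentile 99.7), as were ribosomal protein genes (0.11 over 80 genes, percentile 100), with 67 of the 80 higher. After removal of the trend with exon length and GC content the ribosomal protein median was 0.018, still outside the random lists. Cell-cycle genes had a median of -0.11 (percentile 7.52). For the lists named in this paragraph the sign held under each scaling.

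**Figure D4:**
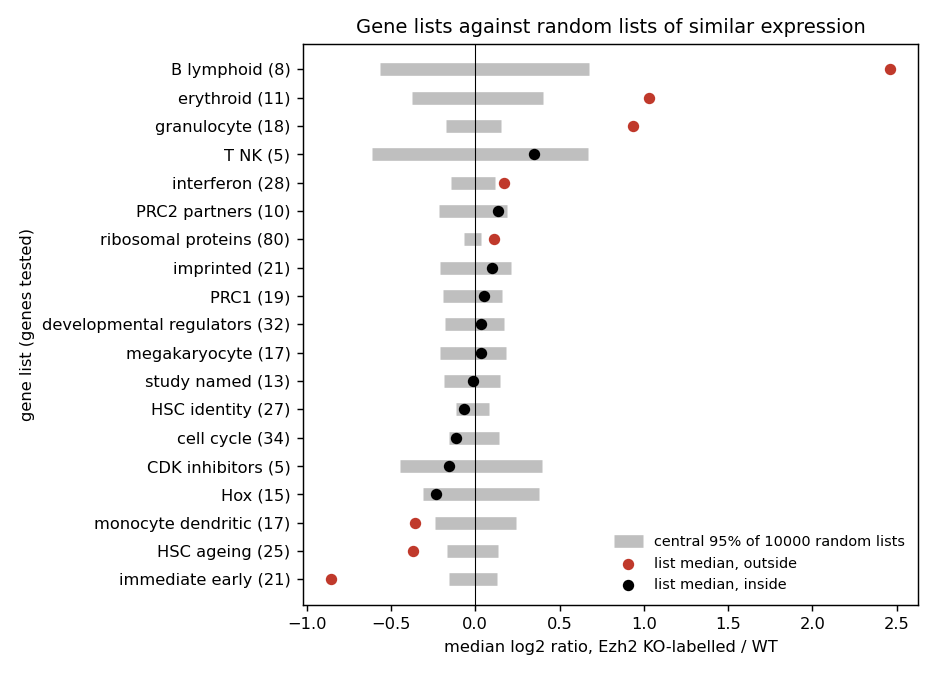
Median log2 ratio of 19 gene lists (points; the number of genes tested is in parentheses) with the central 95% of 10000 random lists of similar expression (grey bars). Red points are the 8 lists outside the bars, from immediate-early genes at -0.86 to B lymphoid genes at 2.46. Black points lie inside, developmental regulators among them at 0.03 (-0.07 with all counted genes, 0.24 with the mean in place of the median).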

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

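The test in this part was chosen after the share it addresses had been seen. Reads with more than one alignment, which enter no gene count, made up 12.3% of all entries (95% interval 12.25% to 12.29%) in the library labelled Ezh2 KO and 10.7% (10.73% to 10.77%) in WT. This signal lies outside the gene counts, and it exceeded the level in the WT library by a factor of 1.14. The intervals cover counting error only, and there is no replicate to show how far this share moves between libraries. Whether the entry counts reads or each of their alignments was not stated.

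Ribosomal protein genes have many pseudogene copies, so more RNA from them could raise the share of reads with several alignments. Their share of gene counts was 4.99% in WT and 5.42% in the library labelled Ezh2 KO, a factor of 1.08. That is smaller than the factor of 1.14 to be explained. Gene counts hold no reads with several alignments, so ribosomal protein reads that also match pseudogenes are missing from this share. The comparison therefore cannot tell whether ribosomal protein genes account for the difference. Other multi-copy sources, such as ribosomal RNA, globin genes and transposable elements, were not tested here because reads with several alignments are given as 1 total per library. The design offers genotype as a biological reading, since PRC2 restrains some repeats, but the total does not say which sequences the reads came from and *Ezh2* counts did not fall. A technical difference between library preparations was not excluded.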

How the results depend on the processing

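Dividing counts by the variance factor, leaving out genes on X and Y and leaving out lineage genes were chosen after seeing the data. No paired analysis was possible because each group has 1 library and the labels pair no samples.

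The number of called genes depended mainly on how much spread between libraries was allowed for. Against 353 higher and 290 lower, an assumed CV of 0.2 gave 41 and 22, a CV of 0.4 gave 8 and 2, the rule of 3 robust SDs gave 79 and 71, and counts divided by the variance factor gave 33 and 32. A minimum mean of 10 CPM gave 96 and 115. A threshold of 1.5-fold gave 626 and 636, a threshold of 4-fold gave 169 and 96, and no fold threshold gave 1218 and 1425. The share of calls that were higher was 54.9% in the reported setting, 45.5% with the minimum of 10 CPM and 80% with the CV of 0.4. The CVs were assumed and not measured, so none of these counts is the number of genes that differ between the conditions.

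Scaling mattered less. TMM gave 354 and 290, total-count scaling gave 371 and 267, and all 353 higher genes were shared with each. Total-count scaling raised the median log2 ratio of all genes only to 0.03. Leaving out X and Y gave 335 and 270, and leaving out lineage genes gave 312 and 287. Across these and the other alternatives that stayed within 1.5 times the reported numbers, higher genes ranged from 304 (thinning) to 460 (an adjusted value below 0.05), and lower genes from 258 to 370 under the same settings.

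Genes at the floor in WT and present in the other library numbered 9, and 26 when presence was set at 5 CPM. In the other direction the 2 genes became 10 with a floor of 10 counts, 17 with presence at 5 CPM, 0 with presence at 20 CPM and 1 after thinning.

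The number of lists that stood apart ranged from 6 of the 15 that could be compared at a minimum of 10 CPM to 9 of 20 with all counted genes and 9 of 19 with the mean. The 2 lists lost at 10 CPM had too few members there. Of 205 list results under alternatives, 194 kept their direction and their side of the random lists, 1 was weaker, 3 were stronger and 7 reversed. The reversals were all in lists whose reported median lay inside the random lists. For the genes the study names they were 0.014 under total-count scaling and 0.012 after thinning, and for developmental regulators -0.070 with all counted genes and -0.017 with at least 10 CPM. For megakaryocyte genes they were -0.16 with at least 10 CPM, -0.065 after removal of the length and GC trend, and -0.027 with the mean in place of the median. For the genes the study names, total-count scaling raised the median of all genes from -0.0032 to 0.026 as well, so that reversal is a shift shared by all genes. The cause of the others was not tested. Of 180 results for single named genes, 159 were the same, 21 were weaker and 0 reversed; the weaker ones were calls lost under assumed CVs of 0.2 or 0.4 and, for *Hoxb9*, also under division by the variance factor.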

Other observations

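The patterns in this part were noticed in the data before any test was chosen, and the tests of mature granulocyte RNA and of one common factor were chosen after some of the values they rest on had been seen. The marker lists used here were written after the gene lists above had been compared, and some of their members had already been seen: members of the lists compared earlier, and *Cd177* and *Hyou1*. Their medians are also given without those genes. All of these are hypotheses on 1 library per group.

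The WT library had *Xist* and 0 counts of the 4 Y genes, as XX cells would give, and the library labelled Ezh2 KO had the Y genes and 4 counts of *Xist*, as XY cells would give. The labels give no sex. If these readings hold, sex and genotype label differ together between the 2 libraries, and no replicate separates them. Genes on X and Y were 5.99% of called genes against 3.46% of genes tested, so most called genes lie on autosomes. Sex may still act on autosomal genes, and this pattern cannot be told apart from an effect of sex.

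Gene length, GC content and depth were weighed as sources of the many called genes. The trend with exon length and GC content was small, with an SD of 0.05 and a largest shift of 0.55 on the log2 scale, against median log2 ratios of 1.92 for higher and -1.61 for lower genes. Its removal therefore left 95.3% of called genes called in the same direction. After thinning of the deeper library 80.2% were. Amplification of few molecules is a candidate source: the variance of log2 ratios exceeded counting variance by a common factor of 3.67, with a further CV of 8.29% in abundant genes. The factor rose to 11.6 in the highest of 10 groups of genes by expression, so no single factor describes the excess. Without replicates, noise from amplification and differences between animals or genotypes give the same excess, and most called genes cannot be told apart from it. The exceptions include *Prg2*, *Epx*, *Ddx3y*, *Eif2s3y* and *Xist*, which were called under all 10 alternatives run for single genes. Beyond 3 robust SDs of genes of similar expression lay 79 higher and 71 lower genes. That rule marks the tails of the ratios in these same 2 libraries, so it does not separate those genes from amplification noise. Simulated libraries that differed by a CV of 0.2 gave 282 false calls, a sizeable number beside the 353 and 290 called here. With counting error only there were 0. The CV of 0.2 was assumed and exceeds the further CV of 8.29% fitted in abundant genes. For those genes it may therefore overstate false calls. For weakly expressed genes, where most calls lie, it may understate them. In the group with a median of 26.6 mean normalised counts, the robust SD was 0.88 against 0.41 for counting error. How much of that excess is noise is not known.

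*Ezh2* counts did not differ, which could reflect cells that escaped recombination, a mislabelled library, or a deletion that leaves most of the transcript in place. Developmental regulators outside the Hox clusters were used to weigh the first of these readings, since loss of PRC2 function may raise them. Their median covered only the 32 of 196 factors expressed enough to be tested. It lay at percentile 64.4 among random lists, as unrecombined or mislabelled cells would give. Factors silent in both libraries cannot enter that median. Of all 196, 5 passed the floor only in the library labelled Ezh2 KO and 10 only in WT. Retained *Ezh1* activity or too short a time after deletion could leave the same values. The readings therefore cannot be told apart, and per-exon counts would be needed.

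Granulocyte genes were higher in the library labelled Ezh2 KO. RNA from mature granulocytes in the sorted fraction is a candidate source, and it would raise genes of late neutrophil maturation outside the original list more than genes of early granulocyte precursors. Late genes had a median log2 ratio of 0.99 over 18 genes (percentile 100), and early genes 0.16 over 16 genes (percentile 93.3). The early list shares 6 genes with the granulocyte list, *Elane* among them, whose values were seen first, so the contrast was partly fixed in advance. Without the genes already seen the medians were 0.94 over 17 late genes (percentile 100) and 0.27 over 8 early genes (percentile 85.2). RNA from more mature cells therefore remains possible, and it cannot be told apart from a change of expression within HSCs. A single dilution factor for all granule genes would give ratios no more spread than those of other genes. The 14 abundant granulocyte genes had a robust SD of 0.50, against 0.28 for 7864 other genes of that expression range, and ran from -0.76 to 1.30. That list mixes early genes such as *Elane*, already seen to be lower, with late ones, so its wide spread was fixed in advance. Late neutrophil genes above the floor in both libraries also ran widely, from -0.39 for *Padi4* to 2.20 for *Clec4d*, the latter at 5 and 20 counts. *Padi4* already had 1131 counts in WT. *Ngp*, *Lcn2*, *Ltf*, *Camp*, *Fcnb*, *S100a8* and *S100a9* lay closer together, from 0.96 to 1.30, as one dilution factor would give. Other granulocyte genes fell outside that range, such as *Mmp9* (0.66), *Mpo* (0.22) and *Cebpe* (1.94). The closer set was picked after its values were seen, so it does not separate the readings.

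The eosinophil granule genes *Prg2*, *Epx*, *Prg3* and *Ear1* were found in the library labelled Ezh2 KO alone. RNA from eosinophil-lineage cells would be expected to bring other eosinophil genes with it. The 13 others that could be tested had a median log2 ratio of 0.23 (percentile 81.5), and 0.23 over 11 genes without *Cebpe* and *Gata1* (percentile 79.9), within the random lists, although 11 of the 13 were higher. The 9 basophil and mast cell genes had 0.50 (percentile 97.8), and 0.59 over 8 genes without *Gata2* (percentile 97.2). The list holds genes that the WT library already expressed, such as *Csf2ra* (283 counts), *Fut7* (213) and *Csf2rb* (206), which hold the median near 0, so the test could not rule eosinophil-lineage RNA in or out. Among members with few counts in WT, *Il5ra* had 2 counts in WT and 8 in the other library, *Ccl6* 12 and 23, and *Cebpe* 20 and 59, while *Siglecf* and *Ccr3* had 5 and 4 each, *Il1rl1* 5 and 0, and *Alox15* 4 and 0. *Ear2* and *Ear6*, with 0 counts in WT and 10 and 29 in the other library, share sequence with *Ear1* and are uncertain.

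Immediate-early genes respond within minutes to the handling of cells. If the 2 sorts differed in handling, heat shock and unfolded protein genes outside that list may be lower as well. Their median log2 ratio was -0.17 over 23 genes (percentile 0.78), with 19 of 23 lower, and -0.15 without *Hyou1* (percentile 1.92). That is consistent with a difference in handling between the sorts. A biological difference in stress signalling would give the same direction, and the 2 cannot be told apart here.

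Reads counted as outside genes were 1.02 times the gene counts in both libraries. Counting by strand could produce this in a library that keeps no strand, because about as many reads would then fall on the strand without a gene. In that case a gene lying inside the exons of a gene on the other strand would have a read density close to that of its host. Over 12 such genes the median density ratio was 2.47, outside the range of 0.5 to 2 set for that reading. The ratios ran from 0 to 109.6, with 1 gene inside that range, 7 above it and 4 below. Expression of the inner gene itself can only raise the ratio, so the 4 low genes weigh most, and they go against the reading, *1700120K04Rik* and *Cldn22* having 0 counts beside hosts with 243 to 573. Whether the host exons around those genes were transcribed is not shown by gene-level counts. The origin of the reads counted as outside genes was therefore not settled.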
